A study of Mus musculus with 22 samples. Its data were reported in "Radial glia integrin avb8 regulates cell autonomous microglial TGFβ1 signaling that is necessary for microglial identity" (2025).

How the data were processed

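RNA abundance was measured in 22 mouse libraries: 18 from brain and 4 from microglia isolated by fluorescence-activated sorting. Per the labels and the study's methods, brain libraries were made from polyA-selected RNA without strand information, and the sorted cells were amplified with SMART-Seq HT and indexed with Nextera XT. The authors aligned reads to the mouse genome build mm10 with Rsubread and counted them per gene with featureCounts, at versions, annotation release and multi-mapping settings that were not stated. The deposited values are raw counts per Ensembl gene, without normalization, with 1 column for each library and no pooled replicates. The table held 55573 genes, of which 55480 carried a symbol in GENCODE release M21, 93 had none and 231 shared a symbol with another gene. All columns were assigned to a group and 0 were left out.

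Groups were taken from the deposited labels: Itgb8 deleted with NestinCre (3 brains) and NestinCre controls (3), Cx3cr1Cre controls (4), and brains with Tgfb1 (2), Tgfbr2 (3) or both Smad2 and Smad3 (3) deleted with Cx3cr1Cre, plus sorted microglia from Cx3cr1Cre controls (2) and Tgfb1 mutants (2). The brain libraries held 20.43 to 29.4 M (mega) counts each and the microglia libraries 21.65 to 23.94 M. Counts on mitochondrial genes were 4.427% to 6.549% of the total in brain and 0.698% to 1.438% in microglia. No 2 libraries were copies of each other.

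Differential expression was computed with edgeR 4.0.16 in R 4.3.3. The 18 brain libraries entered 1 quasi-likelihood fit with a mean for each of 6 groups and shared dispersions, and the 4 microglia libraries entered a separate fit, because their tissue and library kit differed. Genes with low counts were removed with filterByExpr, which left 21243 genes in brain and 17540 in microglia, and libraries were scaled with TMM. Residual degrees of freedom were 12 and 2, and the biological coefficient of variation was 0.134 and 0.317. Each p was adjusted over all genes tested in the comparison with the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Levels are counts per M counts (CPM), and log2 changes are given with a standard error (SE) computed as the absolute log2 change over the square root of the quasi-likelihood F. A fold against a group with 0 counts in every library was bounded with a floor of 3 counts over the group and is written as "at least". Floors cover counting error only.

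There were 12 comparisons: 4 brain mutants against their own controls, the Tgfb1 microglia against their controls, 3 direct differences among the Cx3cr1Cre mutant brains, the NestinCre against the Cx3cr1Cre controls, and 3 differences between the Itgb8 effect and the effect of each Cx3cr1Cre mutation, each against its own controls. Comparisons, tests, gene lists, the rule for named genes and alternative settings were chosen before the data were examined, except those stated to be chosen after.

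Gene lists, 29 in number, covered homeostatic microglia, pan-myeloid genes, microglial neurodegenerative and disease-associated (MGnD and DAM) genes, border-associated macrophages, complement, antigen presentation, interferon response, inflammatory cytokine and NF-kB genes, astrocytosis, astrocyte identity, myelin and mature oligodendrocytes, oligodendrocyte precursors, pan-neuronal genes, GABAergic interneurons, cortical glutamatergic neurons, striatal neurons, choroid plexus, endothelial cells, mural cells, fibroblast and meninges, red blood cells, T and NK cells, neutrophils, monocytes, proliferation, immediate early genes, cholesterol synthesis, the TGF-beta pathway and sex-linked genes. They were drawn from general knowledge and from processes that the study's text names, so the direction of the microglial lists, and of 9 genes that the study's text discusses, is not independent evidence. No gene was in more than 1 list. Each list was tested with fry of limma 3.58.1, which asks whether the members move, on balance, in 1 direction and does not compare the list with other genes, with Benjamini-Hochberg adjustment over 347 tests of lists and comparisons. As an alternative, camera was run with an estimated correlation between genes, a test against the other genes. Counts of called members are given over all genes tested and adjusted over the list alone. A list score is the mean of log2(CPM + 0.5) over its members.

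Named genes followed a rule. For each mutant against its control they were the members of the TGF-beta pathway list, the 10 rising and the 10 falling genes with the largest log2 change among called genes with a mean of at least 1 CPM and with every mutant library above, or below, every control library, up to 4 members of each list with the smallest adjusted p, and Apoe, Clec7a, Lgals3, Gfap, Vim, Fabp7, P2ry12, Tmem119 and Mrc1. For direct differences they were the 10 largest in each direction by the same rule. Predicted genes, pseudogenes and sex-linked genes were skipped.

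Log2 changes of pairs of mutants were correlated (Pearson) across genes called in at least 1 of the 4 mutant brain comparisons. Genes are not independent replicates, so no p is given. For mutants that share the Cx3cr1Cre controls, 20 simulations of unchanged groups gave the correlation and the covariance that shared controls alone produce. The controls were also split into 2 and 2 in 6 ways so that each mutant met its own controls. Genes shared between comparisons are given beside the number that independent calls would give.

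The alternative settings were DESeq2 1.42.0, RLE or upper quartile scaling, no filter on low counts, a stricter filter (CPM of at least 1), a fit of only the groups compared, controls of both Cre lines pooled, an adjusted p under 0.01, sex as a covariate (read from sex-linked genes of the mice), leaving out each library in turn, the replicate number as a block, and camera. Correlations were also taken over all tested genes, without the microglia lists and as Spearman's rho, and shared genes were also counted at an adjusted p under 0.01. Genes within 20 Mb of a targeted gene, heart muscle genes, or (in microglia) the choroid plexus and neutrophil lists were left out as alternatives chosen after seeing the data. A count was taken as kept within 1.5 times the count reported. A list p was adjusted within each setting. DESeq2 gave list medians without a test, and the spread used for such medians and for correlations was the standard deviation over the fits that leave out 1 library. A value that changed sign was taken as reversed where 1 of the values was called and as moved where neither was. Where leaving out a library left 1 in its group, that library was assumed to vary like the other groups.

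The deposited labels give no batch or date. Whether equal replicate numbers pair the libraries was checked by correlating residuals of libraries with the same number. All 3 pairs exceeded 0.1 in the Itgb8 comparison (0.115 to 0.294) and both in microglia (0.121), so values with the number as a block are given there.

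The pipeline was tested on simulated negative binomial counts, with the measured levels and dispersions and with 200 genes changed. At a change of 2-fold, 62.2% of them were recovered in the Itgb8 design, 61.3% in Tgfb1, 68.2% in Tgfbr2, 65.2% in Smad2/3 and 5.88% in microglia. At 4-fold the shares were 87.9%, 80.9%, 89%, 90.6% and 60.7%. False calls were 5.22%, 3.39%, 1.54%, 2.29% and 9.52% of all calls. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.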

Results

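Gene-level RNA counts were collected from 18 mouse brain libraries and 4 libraries of sorted microglia, in 8 groups. The study asked, among other things, which cells supply TGF-beta to microglia, the resident macrophages of the brain, and whether the signal needs SMAD2/3. Integrin αvβ8, whose β8 chain is encoded by Itgb8, activates latent TGFβ1 and was deleted from neural progenitors and their progeny with NestinCre (3 brains, against 3 NestinCre controls). Tgfb1, its receptor gene Tgfbr2, or the signal transducers Smad2 and Smad3 together were deleted from microglia and related macrophages with Cx3cr1Cre (2, 3 and 3 brains, against 4 Cx3cr1Cre controls). Microglia were also sorted from 2 Tgfb1 mutants and 2 controls. Depth differed between groups of brains, from 20.91 to 22.04 M counts in Tgfbr2 brains to 26.85 to 29.4 in Cx3cr1Cre controls. The sexes, read from sex-linked transcripts, were mixed in every group except the 2 male Tgfb1 brains and the 2 female Tgfb1 microglia libraries.

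The targeted genes were examined in every library, on GRCm38 coordinates. Itgb8 (ENSMUSG00000025321, chromosome 12, 119158022 to 119238802) was at 30 ± 6.37 CPM (SD, n = 3) in brains labelled Itgb8 and 38.8 ± 5.24 CPM (SD, n = 3) in their controls (log2 change −0.37 ± 0.16 SE), which did not pass the test (edgeR adjusted p = 0.318). Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) was higher, not lower, in brains labelled Tgfb1, at 10.7 ± 0.283 CPM (SD, n = 2) against 6.09 ± 0.518 CPM (SD, n = 4; log2 change 0.81 ± 0.14 SE, edgeR adjusted p = 0.0017). In sorted Tgfb1 mutant microglia the same gene fell to 2.02 ± 0.523 CPM from 11.5 ± 0.141 CPM (SD, n = 2 each; log2 change −2.50 ± 0.38 SE, edgeR adjusted p = 0.00998). That call ended without mutant microglia library 1 (edgeR adjusted p = 0.0585) or 2 (0.0898). Tgfbr2 (ENSMUSG00000032440, chromosome 9, 116084293 to 116175360) was at 19.9 ± 1.15 CPM in brains labelled Tgfbr2 and 15.4 ± 0.668 CPM in controls (SD, n = 3 and 4; edgeR adjusted p = 0.0511). In brains labelled Smad2/3, Smad2 (ENSMUSG00000024563, chromosome 18, 76241580 to 76310963) was at 39.0 ± 1.85 against 34.1 ± 1.67 CPM (edgeR adjusted p = 0.119). Smad3 (ENSMUSG00000032402, chromosome 9, 63646767 to 63757994) was at 61.5 ± 1.89 against 51.2 ± 3.58 CPM (SD, n = 3 and 4 for both genes; edgeR adjusted p = 0.162). A gene-level count includes exons outside the deleted part and, in brain, RNA of cells without Cre, so these values do not check the deletions. No brain group showed a lower count of its targeted gene that passed the test, and brain groups are therefore named as labelled.

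**Figure D1:**
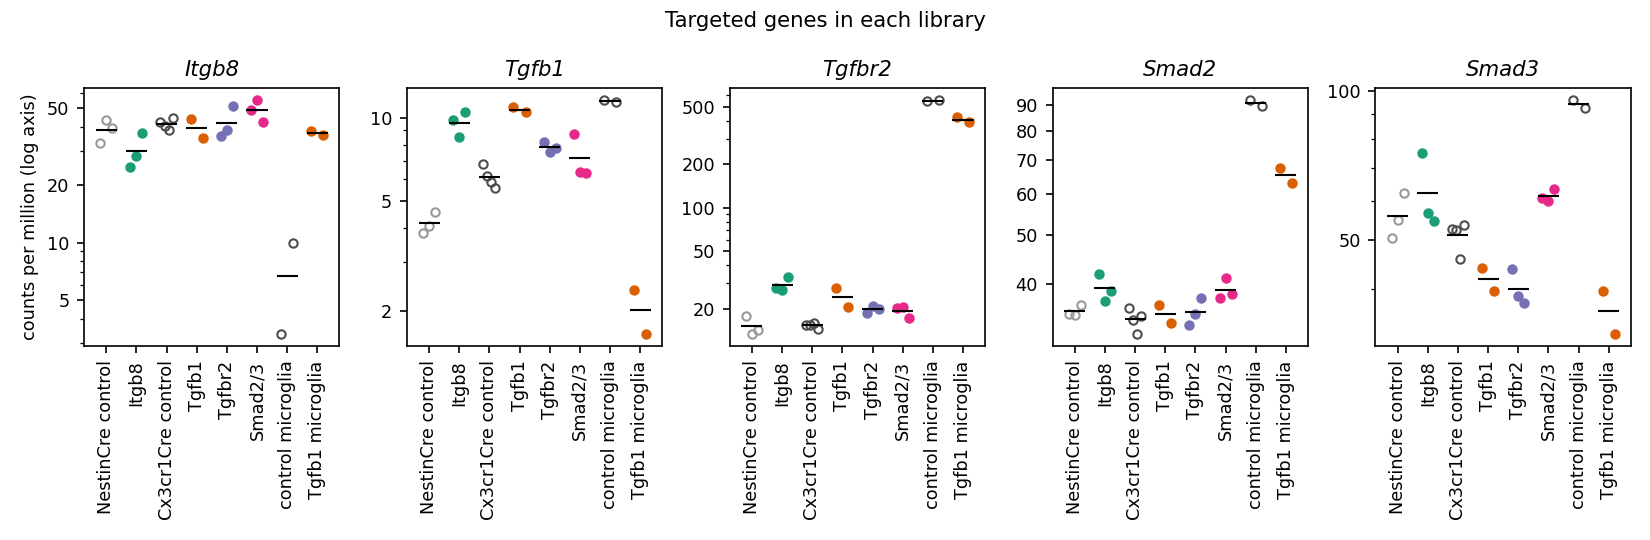
CPM (log axis) of Itgb8, Tgfb1, Tgfbr2, Smad2 and Smad3 in each of the 22 libraries by group, with open circles for controls, filled circles for mutants and a line at the group mean. Tgfb1 was at 10.5 to 10.9 CPM in Tgfb1-labelled brains and 5.59 to 6.79 CPM in Cx3cr1Cre controls, and at 1.65 to 2.39 CPM in Tgfb1 mutant microglia and 11.4 to 11.6 CPM in control microglia.

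Loss of the neural integrin was addressed by the 3 brains labelled Itgb8 against the 3 NestinCre controls. Transcripts of mature microglia fell: P2ry12, a purinergic receptor that guides microglial processes (ENSMUSG00000036353, chromosome 3, 59216272 to 59262871), was at 2.92 against 28.1 CPM (log2 change −3.26 ± 0.29 SE). Tmem119 was at 2.43 against 24.4 CPM (−3.34 ± 0.27) and Hexb, which encodes a lysosomal hexosaminidase, at 23.9 against 63.2 CPM (−1.40 ± 0.11). Transcripts of border-associated macrophages, which line vessels and meninges, rose: the mannose receptor Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) 10.8-fold (3.44 ± 0.23), Cd163 7.04-fold (2.82 ± 0.15) and Stab1 5.05-fold (2.34 ± 0.12). MHC class II genes, which present antigen to T cells, rose, with Cd74 at 205 against 8.63 CPM (4.56 ± 0.39) and H2-Aa at 105 against 4.22 CPM (4.61 ± 0.49). Gfap, the intermediate filament of reactive astrocytes, was at 537 against 245 CPM (1.13 ± 0.20, edgeR adjusted p = 0.0037).

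By list, 10 of 16 homeostatic microglia genes fell in Itgb8-labelled brains and none rose (13 fell adjusted over the list alone, median log2 change −1.39, fry adjusted p = 9.13e-05). Of 13 border-associated macrophage genes, 9 rose (10 higher and 1 lower adjusted over the list alone, median 2.34, fry adjusted p = 1.99e-09). Rises were also called for 7 of 12 antigen presentation genes (11 adjusted over the list alone, median 1.01, fry adjusted p = 0.00121) and 4 of 11 complement genes (6 adjusted over the list alone, median 0.52, 0.00132). So were rises of 3 of 11 cytokine and NF-kB genes (6 higher and 1 lower adjusted over the list alone, median 1.27, 0.000393). The complement receptors C5ar1 and C3ar1 rose 8.45-fold and 5.77-fold, and the chemokine Ccl12 9.83-fold. Among 21 MGnD and DAM genes, 5 rose and 1 fell (12 and 2 adjusted over the list alone, median 0.32, fry adjusted p = 0.00214), with the lysozyme gene Lyz2 7.72-fold, Clec7a 9.77-fold and Cd68 3.03-fold higher. Apoe was at 2870 against 2300 CPM (adjusted p = 0.23) and Lgals3 at 5.23 against 1.44 CPM (0.17). These 6 list calls held with an estimated correlation. The pan-myeloid list (2 of 12 rose, 1 fell, 6 and 1 adjusted over the list alone, fry adjusted p = 0.0321) included higher Ptprc, the pan-leukocyte gene, and lower Itgam, and its adjusted p = 0.256 with an estimated correlation. The interferon list had 1 riser of 12, Ifit2 (5 higher and 1 lower adjusted over the list alone, fry adjusted p = 0.0252, adjusted p = 0.241 with an estimated correlation). Of 17 TGF-beta pathway genes, Tgfb1 (2.31-fold), Tgfbr2 (1.94-fold) and Nrros (1.77-fold), a gene for a protein that anchors latent TGF-beta on myeloid cells, rose (4 adjusted over the list alone, fry adjusted p = 0.0143, adjusted p = 0.196 with an estimated correlation). Astrocytosis was not called as a list (2 of 13 rose, Gfap and Cp, 4 adjusted over the list alone, median 0.08, fry adjusted p = 0.105).

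In all, 343 of 21243 genes changed in Itgb8-labelled brains (237 higher, 106 lower, 223 of them over 2-fold). Besides MHC genes, the largest rises included the scavenger receptor Msr1 (23.9-fold), the NADPH oxidase gene Cybb (20.7-fold), Lilra5, Lilr4b, Cd300ld and the proton-sensing receptor Gpr65 (28.7-fold). Among the 10 largest falls, 5 were genes of olfactory neurons or mucosa (Vmo1, Cnga2, Rtp1, Stoml3 and Gpx6), which were high in NestinCre control 1 alone. There the olfactory marker Omp was at 250 CPM against 15.9 and 11.3 in the other controls. Without that control the adjusted p of Cnga2, Rtp1, Stoml3 and Gpx6 was 0.587, 0.336, 0.746 and 0.523, while the call of Vmo1 ended without each of the 3 Itgb8 libraries (0.0839 to 0.142). The count was 215 without Itgb8 library 1. List calls ended for pan-myeloid genes without each library except Itgb8 2 (adjusted p 0.0789 to 0.206) and for interferon without each except NestinCre control 1 (0.0695 to 0.211). They ended for the TGF-beta pathway without Itgb8 1, Itgb8 3 or NestinCre control 1 (0.06 to 0.0741). With only these 6 libraries fitted the count was 155. The pan-myeloid (0.103), complement (0.0511), interferon (0.173) and TGF-beta (0.0786) calls ended there, as did Nrros (0.0798). With the replicate number as a block 142 genes changed (112 higher, 30 lower), 133 of which were also among the 343. There no list passed (fry adjusted p 0.0538 for border-associated macrophage genes and complement, 0.0924 for homeostatic microglia, 0.101 for antigen presentation and cytokines, 0.12 for MGnD and DAM). The pan-myeloid, TGF-beta and interferon lists were at 0.194, 0.31 and 0.324, and Nrros ended as a call (0.0843). DESeq2 called 536 genes, no filter on low counts gave 749, and pooled controls 847.

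Loss of the TGFβ1 ligand from microglia was addressed by the 2 brains labelled Tgfb1 against the 4 Cx3cr1Cre controls. P2ry12 was at 3.10 against 24.6 CPM (log2 change −2.99 ± 0.33 SE) and Tmem119 at 2.89 against 26.2 CPM (−3.18 ± 0.30). Mrc1 rose 10.1-fold (3.33 ± 0.21), the sialic acid receptor Siglec1 20.1-fold (4.33 ± 0.29) and Ms4a7 25.4-fold (4.67 ± 0.32). H2-Aa was at 111 against 2.43 CPM (5.52 ± 0.48), Cd74 at 178 against 5.86 CPM (4.92 ± 0.37) and the interferon regulator Irf7 at 8.35 against 1.92 CPM (2.12 ± 0.20). Gfap was at 587 against 219 CPM (1.42 ± 0.20, edgeR adjusted p = 0.00029).

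All 12 antigen presentation genes rose in Tgfb1-labelled brains, also adjusted over the list alone (median 1.54, fry adjusted p = 0.000107), and so did 8 of 12 interferon genes (12 adjusted over the list alone, median 1.19, 1.17e-05), with Bst2 3.06-fold and Isg15 2.44-fold. Of 13 border-associated macrophage genes 9 rose (10 adjusted over the list alone, median 1.75, fry adjusted p = 1.99e-09). Of 11 complement genes 6 rose (8 adjusted over the list alone, median 0.93, 9.13e-05) and of 11 cytokine genes 4 (9 adjusted over the list alone, median 1.82, 9.75e-06). The complement gene C4b was 3.30-fold, Ccl12 25.1-fold and the interleukin gene Il1b 19.8-fold higher. Homeostatic genes fell in 11 of 16 (12 adjusted over the list alone, median −1.56, fry adjusted p = 0.000214). MGnD and DAM genes rose in 8 of 21 (14 higher and 1 lower adjusted over the list alone, median 0.48, fry adjusted p = 0.000252), with Clec7a 18.6-fold, Lyz2 9.75-fold and Gpnmb, a glycoprotein gene of lipid-laden macrophages, 3.37-fold higher. These 7 list calls held with an estimated correlation. Lgals3 rose 8.07-fold (3.01 ± 0.57), a call that ended without Tgfb1 library 2 (adjusted p = 0.0515). The call of Apoe (1.39-fold, adjusted p = 0.038) ended without each of the 6 libraries (0.0564 to 0.428). Pan-myeloid genes (4 of 12 rose, 1 fell, 7 and 2 adjusted over the list alone, fry adjusted p = 0.00673, adjusted p = 0.166 with an estimated correlation) lost the call without Tgfb1 2 (0.0521). Astrocytosis genes (3 of 13 rose, 6 adjusted over the list alone, median 0.63, fry adjusted p = 0.0143, adjusted p = 0.196 with an estimated correlation) lost it without Tgfb1 1 (0.102) or 2 (0.0521). Tgfb1 and Nrros (1.84-fold) rose, and so did Tgfbr2 (1.57-fold, adjusted p = 0.00708, 0.214 without Tgfb1 1). The TGF-beta pathway list was not called (3 of 17 rose, 4 adjusted over the list alone, fry adjusted p = 0.589). Neutrophil genes S100a8 and S100a9 rose (2 of 5, 2 adjusted over the list alone), while the list did not pass (median 2.60, fry adjusted p = 0.0807). S100a8 ended as a call without Tgfb1 2 (0.24) and S100a9 without each library but control 4 (0.0554 to 0.294), with pooled controls (0.219) and with sex (0.0563).

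In all, 621 genes changed in Tgfb1-labelled brains (411 higher, 210 lower, 353 over 2-fold). The largest rises included the matrix metalloproteinases Mmp13 (74.5-fold) and Mmp12 (48.0-fold), the inhibitory receptors Lilr4b (66.7-fold) and Lilrb4a (38.7-fold) and Lilra5 (35.7-fold). Reads of Lilr4b and Lilrb4a, and of MHC genes, may be shared between close relatives. The count was 413, 316 and 289 without control 1, Tgfb1 1 and Tgfb1 2. With only these 6 libraries fitted it was 1072, and DESeq2 gave 54.8% of calls as higher, against 66.2% here. Pooled controls ended the call of Mmp13 (adjusted p = 0.0623).

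Loss of the receptor from microglia was addressed by the 3 brains labelled Tgfbr2 against the same 4 controls. P2ry12 was at 6.16 against 24.6 CPM (log2 change −2.01 ± 0.26 SE), Tmem119 at 5.68 against 26.2 CPM (−2.21 ± 0.23) and Trem2, a lipid receptor of microglia, at 5.27 against 15.4 CPM (−1.54 ± 0.18). Mrc1 rose 8.02-fold (3.00 ± 0.20) and Cd163 5.85-fold (2.55 ± 0.13). The secreted lectin gene Lgals3 was at 19.8 against 1.28 CPM (3.95 ± 0.53) and Mmp12, which encodes a macrophage elastase, at 8.32 against 0.0625 CPM (6.95 ± 0.83). Gfap rose to 864 from 219 CPM (1.98 ± 0.18), Vim 2.05-fold (1.03 ± 0.20) and the protease inhibitor gene Timp1 6.51-fold (2.70 ± 0.33). Among neuronal genes, the neurofilament gene Nefm fell to 294 from 470 CPM (−0.68 ± 0.07) and the kinase gene Camk2a to 1310 from 2050 CPM (−0.65 ± 0.11).

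Homeostatic genes fell in 12 of 16 in Tgfbr2-labelled brains (13 adjusted over the list alone, median −1.12, fry adjusted p = 0.000107). Rises were called for 10 of 13 border-associated macrophage genes (10 adjusted over the list alone, median 2.30, fry adjusted p = 1.31e-09) and 13 of 21 MGnD and DAM genes, with 1 fall, of Trem2 (14 and 1 adjusted over the list alone, median 0.63, 0.000107). Rises were also called for 7 of 11 complement genes (10 adjusted over the list alone, median 0.70, 4.32e-05), 6 of 11 cytokine genes (9 adjusted over the list alone, median 1.74, 3.14e-05) and 5 of 12 interferon genes (9 adjusted over the list alone, median 0.81, 0.000214). Clec7a rose 24.0-fold, C4b 4.62-fold and Irf7 2.48-fold, and these 6 list calls held with an estimated correlation. Astrocytosis genes rose in 8 of 13 (9 higher and 1 lower adjusted over the list alone, median 0.75, fry adjusted p = 0.00124, adjusted p = 0.085 with an estimated correlation). Antigen presentation genes rose in 5 of 12 (8 adjusted over the list alone, median 0.72, fry adjusted p = 0.00614, adjusted p = 0.17 with an estimated correlation), with Cd74 20.5-fold and H2-Aa 18.2-fold higher. Pan-myeloid genes (6 of 12 rose, 2 fell, 7 and 2 adjusted over the list alone, fry adjusted p = 0.00614) had adjusted p = 0.23 with an estimated correlation and 0.0619 with only these libraries fitted. Pan-neuronal genes fell in 3 of 9 (Nefm, Nefl and Rbfox3, 1 higher and 4 lower adjusted over the list alone, median −0.13, fry adjusted p = 0.00415, adjusted p = 0.26 with an estimated correlation). Nefl lost its call without Tgfbr2 2 (0.065) and Rbfox3 without each of 5 libraries. Neutrophil genes S100a8, S100a9 and Camp rose (3 of 5, 4 adjusted over the list alone, median 2.74, fry adjusted p = 0.0263, adjusted p = 0.35 with an estimated correlation), though Camp lost its call without each of 5 libraries. The monocyte list was called with 1 riser of 5, Chil3 (2 adjusted over the list alone, fry adjusted p = 0.0143, adjusted p = 0.39 with an estimated correlation). Proliferation was called with no member passing of 9 (0 adjusted over the list alone, median 0.51, fry adjusted p = 0.0197, adjusted p = 0.41 with an estimated correlation).

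The neutrophil call ended without control 1, 2 or 4 or Tgfbr2 1 or 2 (adjusted p 0.0629 to 0.0939) and the monocyte call without Tgfbr2 1 (0.0782) or 2 (0.422). Proliferation ended without control 1 or 2 or Tgfbr2 1 (0.0511 to 0.0795). These 3 calls also ended with only these libraries fitted (0.0511, 0.254, 0.175) and with pooled controls (0.0732, 0.16, 0.526), and monocytes with a stricter filter (0.203). Of 17 TGF-beta pathway genes Nrros rose 1.95-fold, while Tgfbr1, the partner receptor, fell by 0.66 ± 0.14 on the log2 scale, the SMAD repressor gene Ski by 0.47 ± 0.09 and Lrrc32 by 0.79 ± 0.16. Smad3, at 40.0 against 51.2 CPM, lost its call without each of 5 libraries (in the list 1 rose, 4 fell, 3 and 5 adjusted over the list alone, list fry adjusted p = 0.351). With the replicate number as a block, Tgfbr1, Ski and Lrrc32 ended as calls (0.111, 0.0687, 0.0706). Of 11 immediate early genes, which respond to neuronal activity and handling, Fosb, Egr1, Npas4 and Arc fell (4, 1 higher and 7 lower adjusted over the list alone, median −0.95), but the list did not pass (fry adjusted p = 0.127). Without Tgfbr2 2 the adjusted p of Fosb, Egr1 and Npas4 was 0.0666, 0.0836 and 0.112, and that of Npas4 was 0.0612 without control 1. Arc lost its call without each of 6 libraries, and pooled controls ended all 4 (0.118, 0.0691, 0.0618, 0.198). The striatal list did not pass (fry adjusted p = 0.158). Its member Drd2 fell to 26.5 from 42.3 CPM, a call that ended without Tgfbr2 2 (0.0685). In all, 2126 genes changed (979 higher, 1147 lower, 490 over 2-fold), and upper quartile scaling gave 57.8% of calls as higher against 46% here. The count was 1342 and 1182 without controls 1 and 2, and 1116 and 943 without Tgfbr2 1 and 2. Cx3cr1, the gene that carries the Cre, was at 22.9 CPM in Tgfbr2 library 3 and 6.37 and 7.02 in the other 2, against 14.0 to 17.1 in Cx3cr1Cre and 39.3 to 39.9 in NestinCre controls. In Smad2/3 brains it was at 23.2 to 40.0 CPM, and whether these match their controls in the Cre allele was not tested.

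Loss of the transducers from microglia was addressed by the 3 brains labelled Smad2/3 against the same controls. P2ry12 was at 4.53 against 24.6 CPM (log2 change −2.44 ± 0.27 SE), Tmem119 at 8.34 against 26.2 CPM (−1.65 ± 0.22), and the lectin gene Siglech (ENSMUSG00000051504, chromosome 7, 55768178 to 55778925) was nearly gone at 0.265 against 13.4 CPM (−5.64 ± 0.37). Mrc1 rose 6.61-fold (2.72 ± 0.20), Ms4a7 18.2-fold and Cd74 13-fold (76.4 against 5.86 CPM). The largest rises were of Vsig4, a complement receptor gene of tissue macrophages, at 6.54 against 0.0271 CPM (7.68 ± 0.44), and Cd207, which encodes langerin of Langerhans cells (ENSMUSG00000034783, chromosome 6, 83671215 to 83677857), at 29.7 against 0.15 CPM (7.57 ± 0.45). Gfap was at 412 against 219 CPM (0.91 ± 0.18, edgeR adjusted p = 0.0062) and the acute phase gene Serpina3n at 110 against 23.9 CPM (2.19 ± 0.39). Apoe was at 2580 against 2430 CPM (adjusted p = 0.71) and Lgals3 at 2.90 against 1.28 CPM (0.27).

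Homeostatic genes fell in 10 of 16 in Smad2/3-labelled brains (1 higher and 12 lower adjusted over the list alone, median −1.60, fry adjusted p = 0.00015). Border-associated macrophage genes rose in 7 of 13 with 1 fall (8 and 1 adjusted over the list alone, median 1.20, 9.18e-08), and cytokine genes rose in 3 of 11 with 1 fall (4 and 1 adjusted over the list alone, median 1.22, 0.000305). These 3 list calls held with an estimated correlation. The cytokine list held higher Tlr2 (3.02-fold) and Il1b (7.57-fold) and lower Nfkbia, an inhibitor of NF-kB, whose call ended without Smad2/3 2 (adjusted p = 0.0607) and with pooled controls (0.34). Calls of 6 further lists were lost with an estimated correlation. They were MGnD and DAM (5 of 21 rose, 1 fell, 6 and 4 adjusted over the list alone, median 0.19, fry adjusted p = 0.0226, adjusted p = 0.32 with an estimated correlation) and complement (3 of 11 rose, 3 adjusted over the list alone, median 0.10, 0.0491, adjusted p = 0.39 with an estimated correlation). They were also antigen presentation (4 of 12 rose, 5 adjusted over the list alone, median 0.44, 0.0252, adjusted p = 0.25 with an estimated correlation) and interferon (2 of 12 rose, 3 adjusted over the list alone, median 0.17, 0.0464, adjusted p = 0.4 with an estimated correlation). The last were choroid plexus (2 of 8 fell, 5 adjusted over the list alone, median −0.65, 0.0416, adjusted p = 0.35 with an estimated correlation) and immediate early genes (2 of 11 fell, 10 adjusted over the list alone, median −1.02, 0.0347, adjusted p = 0.3 with an estimated correlation). MGnD and DAM ended without control 1, 2 or 4 or Smad2/3 1 (0.0556 to 0.0796). Complement ended without each control or Smad2/3 3 (0.0617 to 0.164), and its median turned to −0.01 without Smad2/3 1. Antigen presentation ended without control 1, 2 or 4 or Smad2/3 2 or 3 (0.0555 to 0.0953) and interferon without each library but control 4 (0.0591 to 0.141). Choroid plexus ended without control 1, 3 or 4 or Smad2/3 1 or 2 (0.0667 to 0.139) and immediate early genes without each but Smad2/3 2 (0.0543 to 0.148), where control 1 stood above the other controls (6.11 against 5.69 to 5.75 in mean log2 CPM).

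Other settings ended complement (RLE 0.0503, upper quartile 0.0608, no filter 0.0582, sex 0.0584) and interferon (upper quartile 0.0598, only these libraries 0.0579) as calls. They also ended choroid plexus (only these libraries 0.0885, sex 0.0566) and immediate early genes (only these libraries 0.0511, pooled controls 0.286) as calls in Smad2/3-labelled brains. The members behind the choroid plexus and immediate early counts were Folr1 (0.0796 and 0.0548 without Smad2/3 1 and 2) and Ttr (0.0556 to 0.215 without 6 libraries), and Arc and Fosb (ended without each of the 7 libraries). The pan-myeloid list did not pass (1 of 12 rose, 2 fell, 2 and 2 adjusted over the list alone, fry adjusted p = 0.831), nor did astrocytosis (3 of 13 rose, 1 fell, 4 and 1 adjusted over the list alone, median 0.20, 0.113). Of 17 TGF-beta pathway genes only Lrrc32 passed, lower, in this comparison (1, 1 adjusted over the list alone, list fry adjusted p = 0.437), and its call ended without Smad2/3 1 (0.0755) or 3 (0.0515). The astrocyte genes Gjb6 and Aldoc fell by 0.48 ± 0.08 and 0.37 ± 0.07 on the log2 scale, calls that ended with pooled controls (0.0818 and 0.0739). In all, 988 genes changed (530 higher, 458 lower, 394 over 2-fold). The count was 623, 640 and 598 without controls 1, 2 and 3, and 488 and 443 without Smad2/3 1 and 2. With only these libraries fitted it was 1688.

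**Figure D2:**
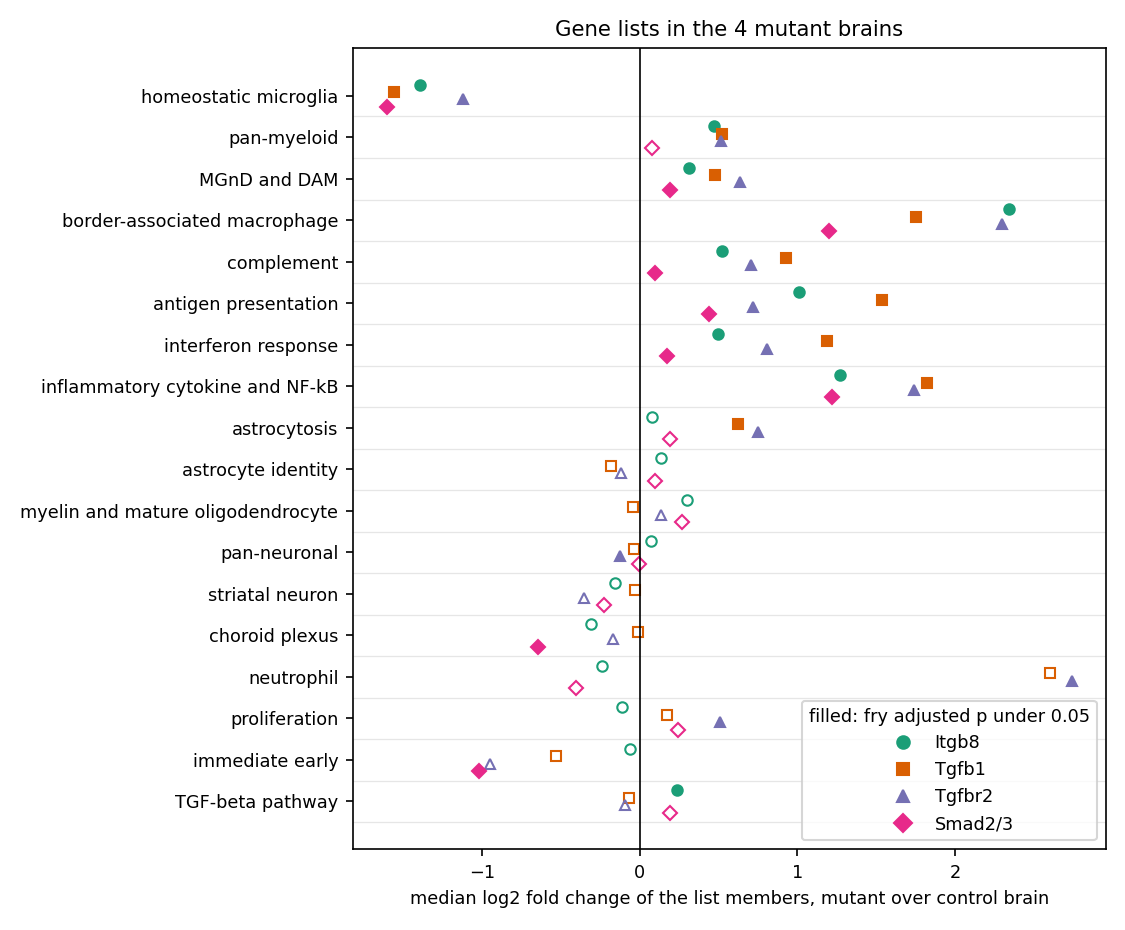
Median log2 change of the members of 18 gene lists, mutant over control of its Cre line, for the 4 brain mutants by marker shape. Markers are filled where the fry adjusted p was under 0.05. Homeostatic microglia lie at −1.60 to −1.12 and border-associated macrophages at 1.20 to 2.34 in all 4 mutants.

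**Figure D3:**
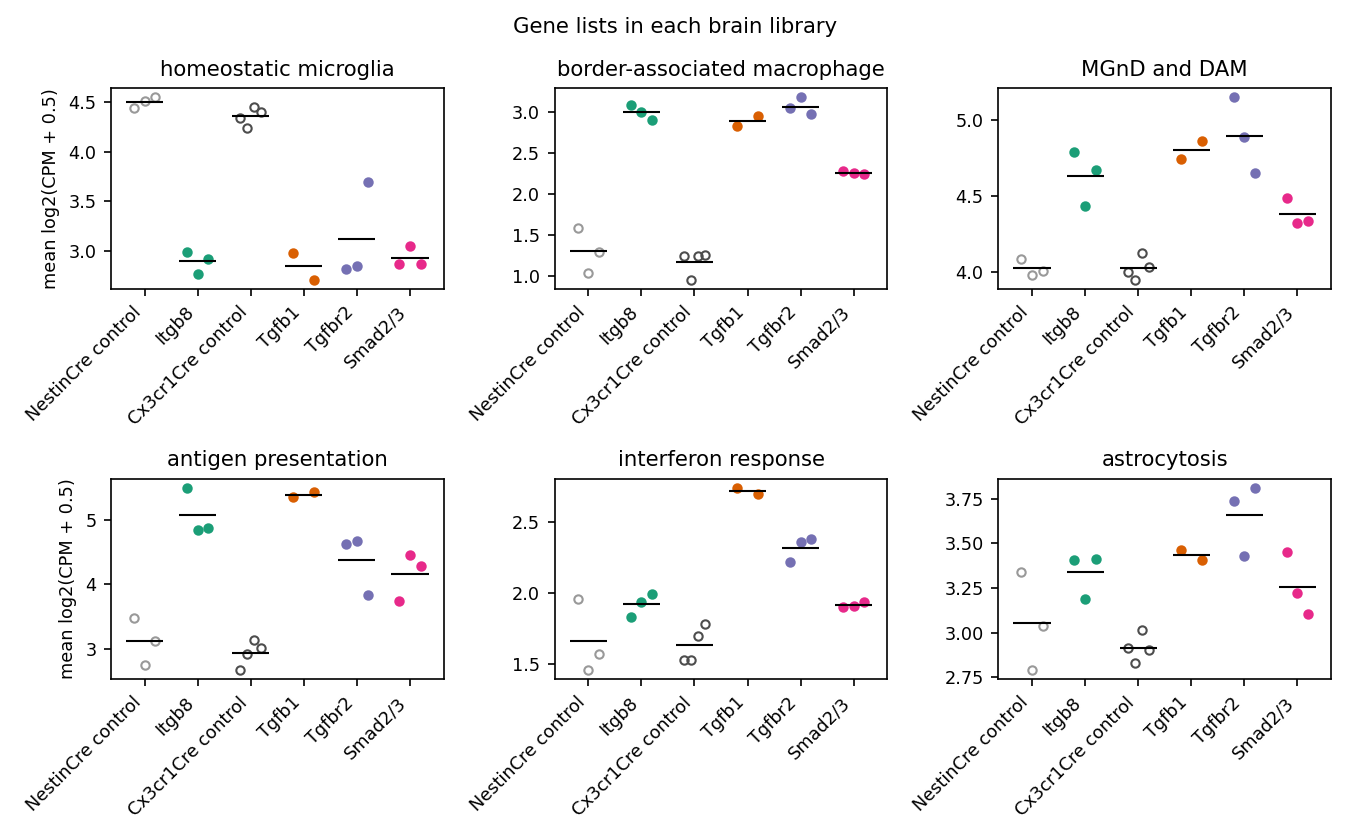
Mean log2(CPM + 0.5) of the members of 6 lists in each of the 18 brain libraries, each point a library and each line a group mean. In control brains the border-associated macrophage score lies lower in Cx3cr1Cre control 2 (0.959) than in the other 3 (1.25 to 1.26).

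The transducer, ligand and receptor mutants were then compared directly. Cd207 was at 29.7 CPM in Smad2/3-labelled brains, 0.166 CPM in Tgfbr2-labelled brains (log2 difference 7.45 ± 0.52 SE) and 0 in both Tgfb1-labelled brains (at least 523-fold). Vsig4 was at 6.54, 0.046 and 0 CPM (7.03 ± 0.49, and at least 115-fold). The leukocyte integrin gene Itgal was 8.46-fold higher than in Tgfbr2-labelled brains (3.08 ± 0.28) and 3.54-fold higher than in Tgfb1-labelled brains (0.0567 without Tgfb1 2). Lower in Smad2/3-labelled than in Tgfb1-labelled and Tgfbr2-labelled brains were Bfsp2 (0.291 against 4.41 and 6.46 CPM), Cthrc1, a secreted matrix gene (1.06 against 10.5 and 11.5 CPM), Mcmdc2, and the gene models of Rpl29 and Trim12a, which have close relatives. Mmp12 was at 0.199 CPM against 8.32 in Tgfbr2-labelled brains (−5.36 ± 0.80). Against 3.24 CPM in Tgfb1-labelled brains (−3.99 ± 0.86) the call ended without Tgfb1 2 (adjusted p = 0.0923), Smad2/3 1 (0.0571) or Smad2/3 2 (0.0844).

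Against Tgfb1-labelled brains, Smad2/3-labelled brains had lower border-associated macrophage genes (3 of 13 lower, 5 adjusted over the list alone, median difference −0.49, fry adjusted p = 0.000137) and interferon genes (5 of 12 lower, 7 adjusted over the list alone, −0.93, 0.000276), both held with an estimated correlation. Called lower by fry were also antigen presentation (9 of 12, 11 adjusted over the list alone, −1.16, fry adjusted p = 0.00643, adjusted p = 0.114 with an estimated correlation) and complement genes (5 of 11 lower, 8 adjusted over the list alone, −0.76, 0.0032, adjusted p = 0.0868 with an estimated correlation). The same held for cytokine (3 of 11 lower, 1 higher and 4 lower adjusted over the list alone, −0.49, 0.00516, adjusted p = 0.141 with an estimated correlation) and pan-myeloid genes (2 of 12 lower, 2 adjusted over the list alone, −0.39, 0.0174, adjusted p = 0.256 with an estimated correlation). MGnD and DAM genes were called lower too (5 of 21 lower, 1 higher and 9 lower adjusted over the list alone, −0.21, 0.0252, adjusted p = 0.316 with an estimated correlation). The pan-myeloid call ended without Tgfb1 1, Tgfb1 2 or Smad2/3 2 (0.0682 to 0.0932) and with only the groups compared (0.102). MGnD and DAM ended without Tgfb1 1 or 2 or Smad2/3 2 or 3 (0.0704 to 0.223) and with only the groups compared (0.0685), and cytokines without Tgfb1 2 (0.0957). In all, 737 genes differed (311 higher, 426 lower), 159 without Tgfb1 2, 259 without Smad2/3 2 and 480 without Smad2/3 3. DESeq2 called 1245 and no filter on low counts gave 1267.

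Against Tgfbr2-labelled brains, Smad2/3-labelled brains had lower border-associated macrophage genes (5 of 13, 7 adjusted over the list alone, median difference −0.73, fry adjusted p = 3.14e-05), held with an estimated correlation. Called lower were also complement (8 of 11 lower, 1 higher and 9 lower adjusted over the list alone, −0.60, fry adjusted p = 0.00132, adjusted p = 0.0698 with an estimated correlation) and MGnD and DAM genes (10 of 21 lower, 2 higher, 11 and 2 adjusted over the list alone, −0.38, 0.00873, adjusted p = 0.211 with an estimated correlation). The same held for pan-myeloid (2 of 12 lower, 4 adjusted over the list alone, −0.30, 0.0106, adjusted p = 0.241 with an estimated correlation) and interferon genes (2 of 12 lower, 2 adjusted over the list alone, −0.29, 0.0197, adjusted p = 0.316 with an estimated correlation). Neutrophil (3 of 5 lower, 4 adjusted over the list alone, −3.32, 0.0252, adjusted p = 0.296 with an estimated correlation) and astrocytosis genes (3 of 13 lower, 1 higher, 6 and 1 adjusted over the list alone, −0.57, 0.047, adjusted p = 0.393 with an estimated correlation) were called lower. Pan-neuronal genes were called higher (4 of 9, 4 adjusted over the list alone, 0.17, 0.011, adjusted p = 0.341 with an estimated correlation). Calls ended for astrocytosis without Tgfbr2 1 or 3 or Smad2/3 2 or 3 (0.0782 to 0.157) and for pan-neuronal genes without Tgfbr2 1 (0.078) or Smad2/3 1 (0.0718). They ended for neutrophils without Tgfbr2 1 or 2 or each Smad2/3 library (0.0537 to 0.0872). With only the groups compared, pan-myeloid (0.122), MGnD and DAM (0.137), astrocytosis (0.281) and neutrophils (0.0789) ended, and astrocytosis was at 0.05 with RLE and 0.0503 without a filter. Homeostatic genes did not differ by the test between Smad2/3-labelled brains and either of the others (median 0.18 against Tgfb1 and −0.45 against Tgfbr2, fry adjusted p = 0.798 and 0.556). In all, 1575 genes differed (818 higher, 757 lower), and upper quartile scaling gave 41.1% as higher against 51.9% here. The count was 557, 495 and 2915 without Tgfbr2 1, 2 and 3, and 878, 425 and 1001 without Smad2/3 1, 2 and 3.

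Tgfb1-labelled and Tgfbr2-labelled brains differed in 92 genes (61 higher and 31 lower in Tgfb1). Genes of interferon-inducible GTPases and MHC class I (Gbp4, Igtp, Iigp1, Irgm2, Tap1 and H2-K1, the last at 106 against 41.8 CPM) were higher in Tgfb1-labelled brains, Igtp by 1.57 ± 0.27 on the log2 scale, but each of these calls ended without Tgfb1 1 and without Tgfb1 2 (Igtp 0.112 and 0.114). With only the groups compared, 5 of the 6 ended and Igtp did not (H2-K1 0.0695, Tap1 0.0502). Mmp9 was lower in Tgfb1, at 1.96 against 16.0 CPM (0.113 and 0.0615 without Tgfb1 1 and 2, 0.0502 with only the groups compared). Cd163 was at 8.44 against 17.7 CPM (0.0778 without Tgfb1 1, 0.136 with only the groups compared). Called higher by fry were antigen presentation genes (2 of 12, 9 adjusted over the list alone, median difference 0.95, fry adjusted p = 0.0252, adjusted p = 0.0967 with an estimated correlation) and interferon genes (0 of 12, 4 adjusted over the list alone, 0.36, 0.0252, adjusted p = 0.138 with an estimated correlation). Pan-neuronal genes were also called higher (1 of 9, 2 adjusted over the list alone, 0.19, 0.0244, adjusted p = 0.199 with an estimated correlation). Antigen presentation ended without Tgfb1 1, Tgfb1 2 or Tgfbr2 3 (0.0846 to 0.12) and interferon without Tgfb1 1, Tgfb1 2 or Tgfbr2 1 (0.0742 to 0.141). Pan-neuronal genes ended without Tgfb1 1 or 2 or Tgfbr2 1 or 2 (0.0824 to 0.113), and all 3 with only the groups compared (0.0984, 0.0511 and 0.0511). The count was 36 and 26 without Tgfb1 1 and 2, 46 without Tgfbr2 1 and 149 without Tgfbr2 3, and 10 with only the groups compared. DESeq2 called 260, no filter gave 357 and pooled controls 56. Of the 92 genes, 13 lay within 20 Mb of Tgfb1, where 2.16 would be by chance.

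The effect of the Itgb8 label was compared with that of each microglial label, each against controls of its Cre line. Interferon genes rose less with Itgb8 than with Tgfb1 (0 of 12 members called, 6 lower adjusted over the list alone, median difference −0.98, fry adjusted p = 0.00673), a call that held with an estimated correlation (0.0495). Border-associated macrophage genes rose more with Itgb8 than with Smad2/3 (4 of 13 higher, 5 higher and 1 lower adjusted over the list alone, 0.67, 0.000577), also held. Against Tgfbr2, the Itgb8 effect was higher on TGF-beta pathway genes (3 of 17, 9 adjusted over the list alone, 0.34, fry adjusted p = 0.0143, adjusted p = 0.211 with an estimated correlation). It was also higher on pan-neuronal genes (1 of 9, 2 adjusted over the list alone, 0.20, 0.0143, adjusted p = 0.241 with an estimated correlation), and lower on proliferation genes (0 of 9, 0 adjusted over the list alone, −0.72, 0.0208, adjusted p = 0.256 with an estimated correlation). Calls ended for the TGF-beta pathway without NestinCre control 1 (0.0529) or Itgb8 3 (0.0534) and for pan-neuronal genes without Tgfbr2 1 or NestinCre control 1 or 3 (0.0557 to 0.0844) and with upper quartile scaling (0.07). They ended for proliferation without Itgb8 1 or 3, Tgfbr2 1 or NestinCre control 1 or 3 (0.0506 to 0.077), with only the groups compared (0.0665) and with pooled controls (0.902). The numbers of genes with a different effect were 28 against Tgfb1 (22 higher, 6 lower), 189 against Tgfbr2 (141 higher, 48 lower, with 53.5% higher under upper quartile scaling against 74.6% here) and 109 against Smad2/3 (75 higher, 34 lower). DESeq2 called 193, 944 and 261, and no filter on low counts gave 230, 878 and 332. Pooled controls gave 435, 1785 and 298, and with only the groups compared the count against Tgfbr2 was 98. Without heart muscle genes, chosen after seeing the data, the count against Tgfb1 was 18. With the replicate number as a block all 5 list calls ended (interferon 0.201, border-associated macrophage 0.0538, TGF-beta pathway 0.146, pan-neuronal 0.12, proliferation 0.219). The counts there were 10 and 18 genes against Tgfb1 and Tgfbr2.

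Without single libraries the number of genes against Tgfb1 was 16 (6 higher, 10 lower) and 14 (13 higher, 1 lower) without Tgfb1 1 and 2, so the balance of directions turned. Against Tgfbr2 it was 107 without Itgb8 1, 70, 49 and 73 without Cx3cr1Cre controls 1, 2 and 4, 84, 54 and 960 without Tgfbr2 1, 2 and 3, and 37 and 119 without NestinCre controls 1 and 3. Against Smad2/3 it was 68 without Itgb8 1, 69 and 72 without Cx3cr1Cre controls 2 and 3, 68, 60 and 66 without NestinCre controls 1, 2 and 3, and 58 without Smad2/3 1 and also without Smad2/3 2.

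Similarity between mutants was measured across 2997 genes that changed in at least 1 of them, with Pearson's r of log2 changes across genes. It was 0.723 for Tgfb1 and Tgfbr2, 0.604 for Tgfbr2 and Smad2/3 and 0.544 for Tgfb1 and Smad2/3, where unchanged groups against the same controls gave 0.347, 0.399 and 0.344. With the controls split so that no control was shared, r was 0.641 to 0.709, 0.541 to 0.595 and 0.478 to 0.523. The Itgb8 effect, with controls of its own, had r of 0.589, 0.499 and 0.491 with Tgfb1, Tgfbr2 and Smad2/3. Over all tested genes r was lower, at 0.607, 0.495 and 0.448 for the 3 pairs sharing controls and 0.312, 0.284 and 0.315 for Itgb8 pairs.

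In all 4 brain mutants 109 genes were called higher and 20 lower. The higher genes included Mrc1, Cd163, Stab1, Ms4a7, Cd74, H2-Aa, C3ar1, C5ar1, Clec7a, Lyz2, Ccl12 and Gfap, and the lower genes P2ry12, Tmem119, Hexb, Siglech, Selplg, Slc2a5, Itgam and Lag3. At least 2 mutants shared 432 higher and 259 lower genes, but 3 of the 4 share controls, and how far that raised these counts was not tested. Itgb8 and Tgfb1 brains shared 158 higher genes where independent calls would give 4.59, and 30 lower where they would give 1.05. Tgfb1 and Tgfbr2 brains, which share controls, had 288 higher genes in common against 18.9 and 157 lower against 11.3. With the controls split they had 144 to 162 higher and 32 to 46 lower in common, and Tgfbr2 and Smad2/3 brains 98 to 115 and 25 to 34, against 242 and 120 unsplit. The lower genes of at least 2 mutants numbered 118, 131 and 169 without controls 1, 2 and 4, 159 without Tgfb1 2 and 152 without Tgfbr2 2, and 476 with DESeq2. Those lower in all 4 numbered 13 without Tgfb1 2.

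**Figure D4:**
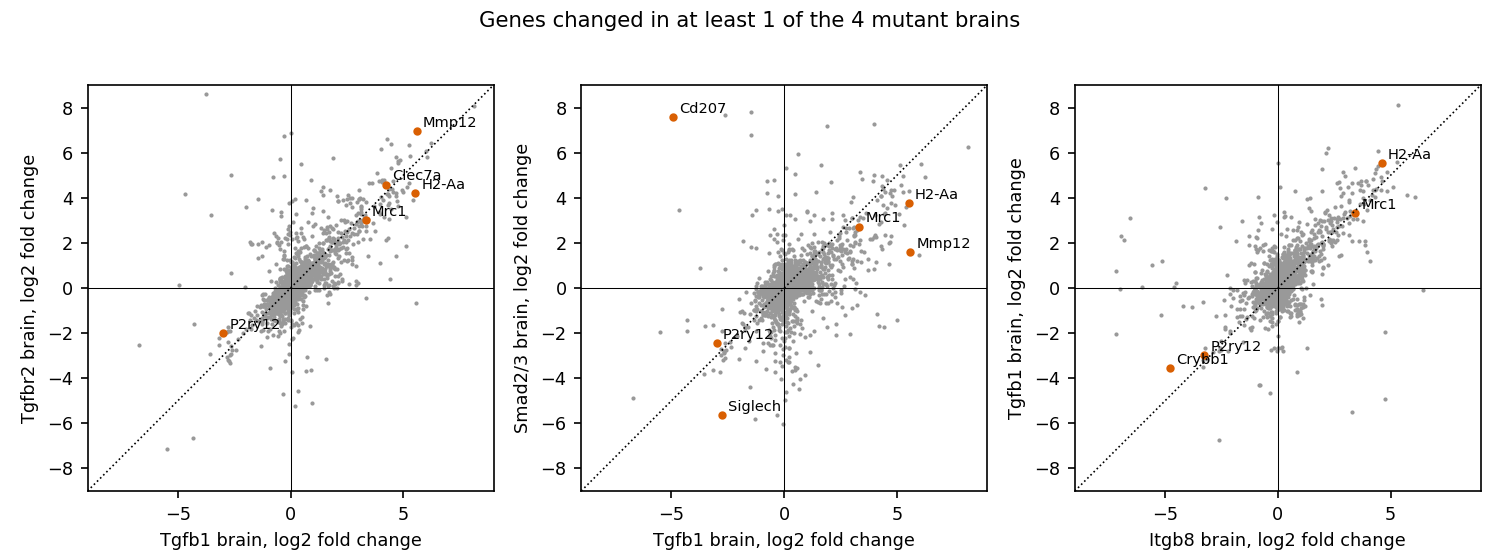
Log2 change of each gene that changed in at least 1 of the 4 mutant brains, for Tgfb1 against Tgfbr2, Tgfb1 against Smad2/3 and Itgb8 against Tgfb1, with a dotted line of equality and some genes labelled. Pearson's r across genes was 0.723, 0.544 and 0.589, and the fitted value of Cd207 in Tgfb1 brains, which had 0 counts, is no bound.

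The kinds of controls were compared to size differences of Cre line, breeding and handling that a mutant comparison could carry. NestinCre and Cx3cr1Cre controls differed in 150 genes (74 higher, 76 lower in NestinCre). The olfactory genes Omp (92.3 against 0.463 CPM) and S100a5 were higher, calls that ended without NestinCre control 1 (0.0677 and 0.0924). Of heart muscle genes, Actc1 was at 26.9 against 70.2 CPM (log2 difference −1.38 ± 0.20 SE) and Ckm at 6.62 against 16.8 CPM (−1.34 ± 0.20), and Myh6 at 86.9 against 240 CPM lost its call without each of 6 libraries. The kinase gene Sgk1, which glucocorticoids induce, was at 57.0 against 145 CPM (−1.35 ± 0.17). Proliferation genes were called higher (0 of 9, 2 adjusted over the list alone, median 0.58, fry adjusted p = 0.00298), a call that held with an estimated correlation (0.0416) and ended with only these groups fitted (0.0637). Monocyte genes were called higher (0 of 5, 1 adjusted over the list alone, 0.34, fry adjusted p = 0.0349, adjusted p = 0.233 with an estimated correlation). Immediate early genes were called lower (0 of 11, 10 adjusted over the list alone, −0.93, 0.0366, adjusted p = 0.137 with an estimated correlation). The monocyte call ended without control 1, 2 or 3 or NestinCre 1 or 3 (0.0526 to 0.204), with a stricter filter (0.148), with sex (0.0638) and with only these groups (0.103). The immediate early call ended without each of the 7 libraries (0.0562 to 0.28) and with only these groups (0.0552). The count was 52, 58, 48 and 65 without Cx3cr1Cre controls 1, 2, 3 and 4 and 35 without NestinCre control 1. It was 245 with only these groups, 408 with DESeq2 and 747 with no filter.

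Sorted Tgfb1 mutant microglia (2 libraries) were compared with control microglia (2). P2ry12 was at 82.5 against 4610 CPM (log2 change −5.80 ± 0.28 SE) and Tmem119 at 69.7 against 5700 CPM (−6.35 ± 0.52), while the transcription factor gene Sall3 had 0 counts in both mutant libraries and 75.3 CPM in controls (at least 1200-fold lower). Apoe, a lipid carrier, was at 32700 against 1040 CPM (4.98 ± 0.32), the receptor kinase gene Axl at 1490 against 75.9 CPM (4.29 ± 0.22), Mrc1 at 677 against 32.8 CPM (4.37 ± 0.32) and Ms4a7 117-fold higher (6.87 ± 0.32). H2-Aa was at 2160 against 64.7 CPM (5.06 ± 0.26) and Cd74 at 8800 against 279 CPM (4.98 ± 0.26). The co-receptor gene Cd4 was at 214 CPM in mutants and had 0 counts in controls (at least 3090-fold). The interleukin gene Il1a fell to 25.9 from 312 CPM (−3.59 ± 0.35), and within the pathway Tgfbr1 fell 6.16-fold and its inhibitor gene Smad7 8.36-fold.

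All 16 homeostatic genes fell in these cells, also adjusted over the list alone (median −4.76, fry adjusted p = 0.0174, adjusted p = 0.18 with an estimated correlation). Of 13 border-associated macrophage genes 11 rose (11 adjusted over the list alone, median 4.08, 0.0214, adjusted p = 0.17 with an estimated correlation). Myelin genes were called higher (4 of 13 rose, 1 fell, 9 and 1 adjusted over the list alone, median 2.99, fry adjusted p = 0.0326, adjusted p = 0.34 with an estimated correlation), with Mbp at 506 against 55.8 CPM. So were mural cell genes (1 of 3, Vtn, 1 adjusted over the list alone, fry adjusted p = 0.0252, adjusted p = 0.68 with an estimated correlation). T and NK cell genes were called higher on Cd4 (1 of 2, 1 adjusted over the list alone, median 8.12, or 6.29 with Cd4 at its bound, 0.0181, adjusted p = 0.24 with an estimated correlation). Cd4 is also transcribed by macrophages, and Nkg7, the other member, was at 0.643 against 0.321 CPM. Each of these 5 list calls ended without each of the 4 libraries (adjusted p 0.111 to 0.157, 0.122 to 0.204, 0.068 to 0.237, 0.111 to 0.157 and 0.111 to 0.138). They also ended with sex as a covariate (0.0766, 0.195, 0.201, 0.131 and 0.0784) and with the replicate number as a block (0.101, 0.0522, 0.212, 0.194 and 0.201), and the mural call with no filter (0.46).

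Lists that did not pass by fry in microglia held called members. Rises were called in 11 of 12 interferon genes (12 adjusted over the list alone, median 2.34, fry adjusted p = 0.0753), 10 of 22 MGnD and DAM genes with 4 falls (12 and 6 adjusted over the list alone, 0.94, 0.0806) and 7 of 12 antigen presentation genes (7 adjusted over the list alone, 1.05, 0.0827). So were rises in 5 of 9 astrocytosis genes (5 adjusted over the list alone, 2.37, 0.0915) and 5 of 10 astrocyte identity genes with 1 fall (7 and 1 adjusted over the list alone, 2.16, 0.0875). Complement genes rose in 3 of 12 with 1 fall (7 and 4 adjusted over the list alone, 0.88, 0.287) and choroid plexus genes in 8 of 8 (8 adjusted over the list alone, 1.68, 0.119), of which Kcnj13 was 4.14-fold and Kl 3.55-fold higher. Falls were called in 6 of 10 immediate early genes with 1 rise (7 and 2 adjusted over the list alone, −1.20, 0.113), with Egr1 at 908 against 5170 CPM and Jun at 1540 against 5620 CPM. They were also called in 6 of 12 pan-myeloid genes (7 adjusted over the list alone, −0.79, 0.178) and in 7 of 16 TGF-beta pathway genes with 3 rises (8 and 3 adjusted over the list alone, −0.46, 0.0642). Cytokine genes went both ways (2 rose, 3 fell of 12, 3 and 4 adjusted over the list alone, 0.946), with Ccl12 3.02-fold higher. Neutrophil genes were abundant in both groups, with Ngp at 882 against 745 CPM (0 of 7 called, 0 adjusted over the list alone, fry adjusted p = 0.897). The other 11 lists did not pass either (0 to 3 members rose and 0 to 1 fell in each, at most 5 adjusted over the list alone, fry adjusted p 0.171 to 0.913).

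In all, 3681 of 17540 genes changed in sorted microglia (1713 higher, 1968 lower, 2916 over 2-fold). The count was 6321 without control 2, 761 without Tgfb1 1 and 662 without Tgfb1 2, and 6821 with sex as a covariate. The called changes of brains labelled Tgfb1 and of sorted cells shared 171 higher genes where independent calls would give 37.5 and 49 lower where they would give 17.5, and 29 went in opposite directions. Pearson's r between them was 0.337 across 3665 genes, of which 54.5% had the same sign.

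The remaining lists were not called in any of the 4 brain mutants, with fry adjusted p from 0.253 to 0.933 for astrocyte identity, 0.333 to 0.97 for myelin, 0.322 to 0.993 for oligodendrocyte precursors, 0.414 to 0.887 for interneurons and 0.333 to 0.529 for glutamatergic neurons. The range was 0.158 to 0.616 for striatal neurons, 0.143 to 0.656 for endothelial cells, 0.311 to 0.933 for mural cells and 0.561 to 0.804 for fibroblast and meninges. It was 0.217 to 0.95 for red cells, 0.143 to 0.518 for T and NK cells, 0.556 to 0.872 for cholesterol synthesis and 0.505 to 0.991 for sex-linked genes. Of single members, Aspa rose in Tgfbr2 and Enpp6 in Smad2/3 brains, Flt1 fell in Tgfb1 and Tgfbr2 brains, Itm2a rose in Tgfbr2 and Smad2/3 brains, and Slco1a4 rose 1.52-fold in Smad2/3 brains. Slc6a13 fell in Smad2/3 brains, and Slc1a2 and Slc32a1 in Tgfbr2 brains. Each of these calls ended without single libraries, except for Slco1a4 and, in Tgfbr2 brains, Itm2a (0.08 with the replicate number as a block). Without NestinCre control 1 the fibroblast and meninges list rose in Itgb8 brains (median 0.456, fry adjusted p = 0.0411, against −0.355 with it). Adjusted over the list alone, the calls in these lists were at most 3 higher and 5 lower in any brain mutant. Median, mean and test differed in sign, with no call, for 3 lists in Itgb8, 4 in Tgfb1, 1 in Tgfbr2 and 3 in Smad2/3 brains, 3 in microglia and 1 to 7 in each direct difference. Itgb8 library 2 stood apart in regional genes, with Prkcd at 13.3 CPM (59.1 to 101 in the other brains) and Tcf7l2 at 4.29 CPM (16.3 to 40.3), transcripts of thalamic neurons chosen after the values were seen.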

Values the study reported

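The study correlated expression changes across its mutants over 4406 genes that were differentially expressed in at least 1 data set.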

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

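The tests of linked variants, of the Tgfb1 deletion, of choroid plexus RNA, of expression by the mutant microglia and of the mutations as the source of heart transcripts were chosen after the result was seen. The tests of GC content with expression level, of heart muscle as a source and of other groupings were written before.

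Single libraries stood off from the other 3 among the 4 Cx3cr1Cre control brains in the mean log2 CPM of 4 lists. These were replicate 2 for border-associated macrophages (0.959, others 1.25 to 1.26) and for fibroblast and meninges (2.68, others 3.15 to 3.24), replicate 4 for mural cells (3.64, others 3.4 to 3.44) and replicate 1 for immediate early genes (6.11, others 5.69 to 5.75). Chance picks about 1 in 20 groups, or 2.3 of the 46 tests made, and 4 passed.

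Direct tests of a difference between mutants gave 737 genes for Smad2/3 against Tgfb1, 1575 for Smad2/3 against Tgfbr2, 92 for Tgfb1 against Tgfbr2, and 28, 189 and 109 for the Itgb8 effect against those of Tgfb1, Tgfbr2 and Smad2/3. Smad2/3 brains had lower list medians than Tgfb1 brains for pan-myeloid (−0.393), MGnD and DAM (−0.212), border-associated macrophage (−0.485), complement (−0.757), antigen presentation (−1.16), interferon (−0.929) and cytokine genes (−0.494), of which all but border-associated macrophage and interferon genes were lost with an estimated correlation. Against Tgfbr2 brains they were lower for pan-myeloid (−0.303), MGnD and DAM (−0.375), border-associated macrophage (−0.734), complement (−0.598), interferon (−0.286), astrocytosis (−0.574) and neutrophil genes (−3.32), and higher for pan-neuronal genes (0.169), and all but border-associated macrophage genes were lost with an estimated correlation. Tgfb1 brains were above Tgfbr2 brains for antigen presentation (0.945), interferon (0.363) and pan-neuronal genes (0.193), all lost with an estimated correlation and with only the groups compared. The Itgb8 effect differed from that of Tgfb1 on interferon genes (−0.983), from that of Smad2/3 on border-associated macrophage genes (0.673), and from that of Tgfbr2 on pan-neuronal (0.199), proliferation (−0.724) and TGF-beta pathway genes (0.339). The last 3 were lost with an estimated correlation, proliferation also with pooled controls (−0.0178, 0.902), and all 5 with the replicate number as a block.

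Every library of the brains and of the sorted cells labelled Tgfb1 moved in opposite directions for 4 lists, a difference that was not tested. The brain and microglia differences in mean log2 CPM were 0.358 and −0.85 for pan-myeloid genes, −0.297 and 0.996 for oligodendrocyte precursors, −0.131 and 0.466 for endothelial cells, and −0.196 and 0.992 for mural cells.

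The first pattern weighed was that 13 of the 92 genes that differed between Tgfb1 and Tgfbr2 brains lay within 20 Mb of Tgfb1, against 2.16 by chance (Fisher's adjusted p = 0.000121 over 162 tests of 9 comparisons, 6 loci and 3 distances, of which 14 passed). In all 13 the Cx3cr1Cre control mean lay between the means of the mutants (45 of 79 elsewhere, Fisher's exact p = 0.00164), as strain variants linked to the targeted allele would give. Of the 13, 9 differed between the kinds of controls (22 of 79 elsewhere, Fisher's exact p = 0.00844). This cannot weigh Tgfb1 deletion, as the study's controls generally had a floxed allele. GC content and expression level are excluded, since 0% of 10000 matched gene sets held as many (highest 11). Pop4, at 11.1 CPM in Tgfb1, 27.1 in Tgfbr2 and 15.3 in control brains, might mark allele background. Strain variants and deletion stay open. Called genes were also in excess near Tgfb1 in Tgfbr2 brains (66 against 36.0 within 10 Mb, Fisher's adjusted p = 0.000121), in Tgfb1 brains (29 against 16.2 within 20 Mb, 0.0298) and between the controls (14 against 3.72 within 20 Mb, 0.00159). They were in excess near Smad2 in Smad2/3 brains (18 against 5.46 within 10 Mb, 0.000522), and in their differences from Tgfbr2 (32 against 16.1 within 20 Mb, 0.00404) and Tgfb1 brains (18 against 7.49 within 20 Mb, 0.00892).

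The second pattern was a rise of all 8 choroid plexus genes in sorted Tgfb1 microglia, with Ttr at 9480 and 14600 CPM against 4100 and 5120. Folds of 2.61 to 4.14, a ratio of 1.59, are near a common factor, as RNA or cells from choroid plexus would give, although the sort gate on TdTomato, CD45 and CD11b should remove such cells. Expression by the mutant microglia cannot be told apart from this. All 8 lay below the brain gain such expression predicts at a microglial share of 1.24%, but only 4 by over 2 control SD. Both may apply, and a microglial source stays open, untested.

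The third pattern was heart transcripts in brain, with Myh6 at 222 to 258 CPM in Cx3cr1Cre and 63 to 131 in NestinCre controls. Mutants were at 182 to 225 (Itgb8), 131 to 148 (Tgfb1), 67.3 to 194 (Tgfbr2) and 198 to 223 (Smad2/3). Mutant comparisons carry it too. Across 18 libraries 12 heart genes not looked at first followed the sum of the others (median r = 0.754, range −0.187 to 0.953), as heart RNA or reads would give. The kinds of controls differed by −1.0 (log2) over 24 heart genes, though by −0.545 over those 12. As above, this cannot weigh the mutations. Where such RNA enters stays open, and no biological cause was tested.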

How the results depend on the processing

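Tests without heart muscle genes, genes near the targeted loci or the choroid plexus and neutrophil lists were chosen after seeing the result. Counts of called genes depended on the fit more than directions did. They are given in the order Itgb8, Tgfb1, Tgfbr2 and Smad2/3 brains, the differences Smad2/3 minus Tgfb1, Smad2/3 minus Tgfbr2 and Tgfb1 minus Tgfbr2, NestinCre minus Cx3cr1Cre controls, Itgb8 minus Tgfb1, minus Tgfbr2 and minus Smad2/3, and sorted microglia. At an adjusted p under 0.01 they were 169, 314, 822, 402, 210, 383, 22, 27, 14, 11, 39 and 1043. DESeq2 moved the first, the fifth and the seventh to eleventh, to 536, 1245, 260, 408, 193, 944 and 261, and no filter on low counts moved the same ones to 749, 1267, 357, 747, 230, 878 and 332, the cause of which was not tested. With only the groups compared the count was 155 in Itgb8, 1072 in Tgfb1 and 1688 in Smad2/3 brains, 10 for Tgfb1 minus Tgfbr2, 245 for the controls and 98 for Itgb8 minus Tgfbr2. Pooled controls gave 847 in Itgb8 brains, 56 for Tgfb1 minus Tgfbr2, and 435, 1785 and 298 for the 3 Itgb8 differences. Sex as a covariate gave 6821 in microglia, and leaving out heart genes 18 for Itgb8 minus Tgfb1. Pairing by number stays open. With the replicate number as a block the counts moved to 142 (Itgb8), 633 (Tgfbr2), 2397 (Smad2/3), 1491, 351 and 233 (differences among the Cx3cr1Cre mutants), and 10 and 18 (Itgb8 minus Tgfb1 and minus Tgfbr2), and 0 lists were called in any of the 12 comparisons. RLE, upper quartile scaling and the stricter filter moved no count past 1.5 times. Lists called with only the groups compared were 5 (Itgb8), 5 (Smad2/3 minus Tgfbr2), 0 (Tgfb1 minus Tgfbr2) and 0 (controls). By camera they were 6 (Tgfbr2), 3 (Smad2/3), 2, 1 and 0 (differences among mutants), 1 (controls), 0 (Itgb8 minus Tgfbr2) and 0 (microglia), with sex 0 (microglia), and with pooled controls 4 and 3 (Itgb8 minus Tgfb1 and minus Smad2/3). Correlations over all tested genes were 0.312, 0.284 and 0.315 for Itgb8 with Tgfb1, Tgfbr2 and Smad2/3, 0.607 for Tgfb1 with Tgfbr2, 0.448 and 0.495 for Smad2/3 with Tgfb1 and Tgfbr2, and 0.226 for Tgfb1 brain with microglia. Spearman's rho moved 5 of them, to 0.381, 0.341, 0.423 (Itgb8 pairs), 0.766 (Tgfb1 with Tgfbr2) and 0.202 (brain with microglia). Split controls lowered the 3 pairs that share them to 0.641, 0.478 and 0.541, where each mutant also met 2 controls instead of 4, so the cause was not tested, and r of brain with microglia was 0.314 without the microglia lists. At an adjusted p under 0.01, 218 genes were higher and 57 lower in at least 2 mutants, and DESeq2 gave 476 lower. Leaving out a library, where a lone sample was assumed to vary like the other groups, gave counts of 215 to 357, 289 to 543, 943 to 2633, 443 to 851, 159 to 573, 425 to 2915, 26 to 149, 35 to 176, 14 to 36, 37 to 960, 58 to 142 and 662 to 6321. Lists called ranged over 6 to 8, 7 to 9, 10 to 14, 3 to 6, 4 to 8, 5 to 9, 0 to 2, 1 to 2, 1 to 1, 0 to 5, 1 to 1 and 0 to 3. Correlations ranged over 0.545 to 0.701, 0.464 to 0.63 and 0.459 to 0.555 (Itgb8 pairs), 0.674 to 0.755, 0.498 to 0.568 and 0.565 to 0.628 (Tgfb1 with Tgfbr2, Tgfb1 with Smad2/3, Tgfbr2 with Smad2/3) and 0.319 to 0.348 (brain with microglia). Shared genes ranged over 289 to 435 higher and 118 to 256 lower in at least 2 mutants, and 94 to 108 and 13 to 21 in all 4. Reversed were the fibroblast and meninges median in Itgb8 brains (−0.554 to 0.456) and Col1a1 there (−1.53 to 1.1), each without NestinCre control 1, and the complement median in Smad2/3 brains (−0.0112 to 0.252) without Smad2/3 1. S100a8 and S100a9 in microglia reversed with sex (1.19 and 1.34) and without control 2 (ranges −1.08 to 1.25 and −1.03 to 1.4). Of 6016 list medians under other settings 290 lost and 36 gained a call, and of 11380 values of named genes 576 and 274. Genes near the count floor, such as Cd207 in Tgfb1 brains, have no upper bound of fold at this depth.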

Other observations

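Tests of linked variants and choroid plexus RNA named here, and Enpp2, were chosen after seeing the result. In sorted Tgfb1 microglia Enpp2 was at 56600 and 62300 CPM against 12700 and 15200 in control microglia and 277 to 528 in brain. Whether choroid plexus RNA gave it was not tested. In NestinCre control 1 Mbp was at 1680 CPM against 3960 and 3570 in the other controls.

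Chance is argued against in 3 comparisons, without adjustment, but litter or background is not. The real split of Tgfbr2 brains and controls called 2126 genes and the highest of the other 34 called 188. Thus 1 of 35 splits was as large. For Smad2/3 brains the values were 988 and 97, and for the kinds of controls 150 and 9, again 1 of 35 splits. With 10 splits no share can be under 0.05. There the real and highest other values were 343 and 25 for Itgb8 brains, 1575 and 0 for Smad2/3 minus Tgfbr2, 189 and 69 for Itgb8 minus Tgfbr2, and 109 and 22 for Itgb8 minus Smad2/3.

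Hypothesis: Cd207 and Vsig4, at 29.7 and 6.54 CPM in Smad2/3 brains and 0 in Tgfb1 brains, may mark a macrophage state that needs the receptor but not SMAD2/3, since TGF-beta signals also without SMADs. Strain variants linked to a targeted allele, which fitted 13 of 13 genes near Tgfb1, are excluded by position for Vsig4, on chromosome X, but other variants were not tested. Cd207 shares chromosome 6 with the TdTomato reporter, so variants linked to it stay open. A test would stain langerin in microglia of Smad2/3 mutants and of mice that lack both Tgfbr2 and Smad2/3, where the hypothesis predicts its absence.

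Hypothesis: the smaller rise of interferon genes in Itgb8 than in Tgfb1 brains could reflect residual activation of TGFβ1 by other routes. No such gene was called, and the list call ended with the replicate number as a block. Tgfb1 brains also exceeded Tgfbr2 (0.363) and Smad2/3 brains (−0.929 for Smad2/3), so the gap is not particular to Itgb8. Controls also differ (−0.545 over 12 heart genes). A test would measure Irf7 and Bst2 in littermate brains with Itgb8 and Tgfb1 deleted by the same Cre line.

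Hypothesis: higher Tgfb1 RNA in Tgfb1 brains, at 10.7 against 6.09 CPM, might come from cells without Cre. Exons the deleted allele keeps are argued against, as Tgfb1 fell to 2.02 from 11.5 CPM in sorted cells. Whether choroid plexus RNA in sorted cells came from other cells stays open, so sorting alone may not settle it. Exon-level counts of sorted microglia and astrocytes from the same brain would.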
